A study of Mus musculus with 8 samples. Its data were reported in "Complete loss of H3K9 methylation dissolves mouse heterochromatin organization" (2021).

How the data were processed

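Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map mono-, di- and trimethylation of lysine 9 of histone H3 (H3K9me1, H3K9me2 and H3K9me3) in wild-type mouse embryonic fibroblasts (MEFs). The study uses wild-type for its control line, MEFs with a conditional Eset1 (Setdb1) mutation. According to its methods, this line is a clone from sorted single cells, selected for high Cre activity. The 8 samples formed 4 groups, namely input and the 3 marks, with 2 replicates in each. According to the study's methods, the authors aligned the reads to the mm10 (GRCm38) assembly with bwa and called enriched regions with histoneHMM, which classifies genomic bins as enriched or not with a hidden Markov model. The deposited files held 1 region list per mark, and the input had no list that was analysed here. Each list had 3 columns, with chromosome, start and end, and no score, height or p-value. How the replicates and the input entered the call, and which posterior threshold was used, was not stated in the methods.

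All starts and ends lay on a grid of 750 bp bins, with 0 positions off the grid when starts were read as 1-based and ends as inclusive. Coordinates were used in this form. The lists carried no values per replicate, so no mean, SD or n could be given, and the read depth behind a region is unknown from the lists. Region width was used in place of a stricter calling threshold. Intervals given for shares cover counting error only, and neighbouring regions and genes are not independent replicates. The tests compare the positions of maps and say nothing on variation between replicates.

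The annotation was GENCODE M21 (GRCm38), with 55413 genes on the 21 main chromosomes, of which 21938 were protein-coding. Promoters were taken as 1 kb either side of any annotated transcription start site. The 1 kb window is that of the study's methods, while counting each gene with any start site in reach of a region was a choice made here. A region was placed in the first class it met by at least 1 bp in the order promoter, 5' UTR, 3' UTR, exon, intron and intergenic. GC and soft-masked (repeat) shares came from the GRCm38 sequence. Covered shares of chromosomes and windows were taken over bases that are not N.

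Overlap in bp, gene starts met, family gene starts met and base composition were tested with circular shifts. One list was moved along each chromosome by an independent random offset, in 100000 draws, and the two-sided permutation p-value was taken from the drawn values. The smallest p-value these draws can give is 2e-05. Sums at every offset were computed with a Fourier transform of the bin vectors. Spearman's rho and Pearson's r between 1 Mb windows were tested by shifts of the windows within chromosomes. Centromere-proximal coverage, over the first 5 Mb of assembled sequence of 20 chromosomes, was tested by sign flips. The X chromosome was ranked among the 20 chromosomes by an exact test whose smallest two-sided p-value is 0.1. Co-marking of promoters was tested with Fisher's exact test, two-sided, over genes. Benjamini-Hochberg adjustment was applied within each family of tests, namely 3 pairs of marks, 3 marks, 18 combinations of gene family and mark, 6 composition tests and 6 window tests. The adjusted p threshold was 0.05 and the confidence level 95% (Wilson intervals).

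The code of the shift tests was checked on simulated data. With real lists moved by random offsets, 4.5% of 200 overlap tests and 4% of 200 promoter tests had a p-value under 0.05. A planted overlap with a fold of 1.115 was recovered as 1.114 on lists built from 42704 regions. Both outcomes follow from the construction, because the simulated value and its null came from the same circular shifts. They check the code and cannot show how the tests behave with assembly gaps or uneven coverage along chromosomes. Promoter counts at given offsets had 0 mismatches in 27 direct recounts.

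Genes to be named were fixed before the data were examined. They were the genes the study's text gives as examples of a mark, as controls or as response genes, and the 6 H3K9 methyltransferase genes. Regions named are the 3 widest of each list, except 1 H3K9me2 region that is not reported here. Alternatives covered region width, joining of nearby regions, stricter overlap rules, shorter shifts, other promoter windows, protein-coding genes, other feature rules, other window sizes and autosomes. Chromosomes with at least 5% covered in every list, tables stratified by chromosome (Mantel-Haenszel), ranks within chromosomes, placement anywhere in the genome and 0-based starts were added after seeing the data. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used.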

Results

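Region lists of H3K9me1, H3K9me2 and H3K9me3 in the study's wild-type control line of MEFs, fibroblasts cultured from mouse embryos, were compared. The aim was to ask where each methylation state of H3K9 lies and how far the states share intervals. There was 1 list for the 2 replicates of each mark and no value per replicate, so the numbers below describe 1 map per mark, and their read depth is unknown from the lists.

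The H3K9me1 list held 42704 regions, the H3K9me2 list 29119 and the H3K9me3 list 27108. They covered 327 Mb, 251 Mb and 302 Mb, respectively. Together the marks covered 559 Mb, or 20.5% of the main chromosomes. Of this union, 60% carried 1 mark, 22.4% carried 2 marks and 17.5% carried all 3 marks. The median width was 4.5 kb for H3K9me1 and H3K9me2 and 5.25 kb for H3K9me3, and the 90th percentile was 16.5 kb, 18.75 kb and 22.5 kb. The alternative that moved the number of regions most kept regions of at least 5 kb and left 19132 H3K9me1 regions.

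The widest H3K9me3 region (GRCm38) lay on chromosome 2 from 169004251 to 170043000 and measured 1038.75 kb. It was 54.2% intergenic and 42.2% intronic, met the protein-coding genes Tshz2 and Gm11011, and was not covered by H3K9me1. The next widest lay on chromosome 15 from 73788001 to 74535000 (747 kb, 88.7% intergenic) and on chromosome 5 from 128019751 to 128722500 (702.75 kb, 61.7% intronic, with Tmem132d, Piwil1 and Fzd10). The widest H3K9me2 region lay on chromosome 15 from 73934251 to 74339250. It measured 405 kb, was 97% intergenic and was covered by H3K9me3 over its whole length. Another of the widest lay on chromosome 15 from 83826001 to 84053250 (227.25 kb, with Efcab6 and Mpped1). The widest H3K9me1 region lay on chromosome 10 from 41024251 to 41292000. It measured 267.75 kb, met Fig4 and Gpr6, and was covered by H3K9me2 over 86.8% and by H3K9me3 over 89.6% of its length. Regions on chromosome 17 from 5536501 to 5769750 (233.25 kb, in Zdhhc14) and on chromosome 10 from 95019001 to 95237250 (218.25 kb, with Cradd) came next.

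Coverage differed strongly between chromosomes and did so alike in the lists. Chromosome 10 was covered to 56.5% by H3K9me1, 58.9% by H3K9me2 and 58.8% by H3K9me3. Chromosome 15 followed with 46.8%, 46.1% and 44.1%. Chromosome 16 was covered to 0.0284%, 0.0347% and 0.582%, and chromosome 18 had 13 H3K9me1 regions, 0 H3K9me2 regions and 41 H3K9me3 regions. The 9 chromosomes with at least 5% covered in every list (5, 8, 9, 10, 11, 14, 15, 17 and 19) made up 38.3% of the assembly. They held 89.1% of the bases covered by H3K9me1, 95.5% of those covered by H3K9me2 and 87.8% of those covered by H3K9me3. The X chromosome was covered to 0.0959% by H3K9me1, 0.139% by H3K9me2 and 0.341% by H3K9me3. It ranked 2nd, 4th and 2nd from the lowest of 20 chromosomes (exact two-sided p = 0.2, 0.4 and 0.2), in a design whose smallest p-value is 0.1.

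**Figure D1:**
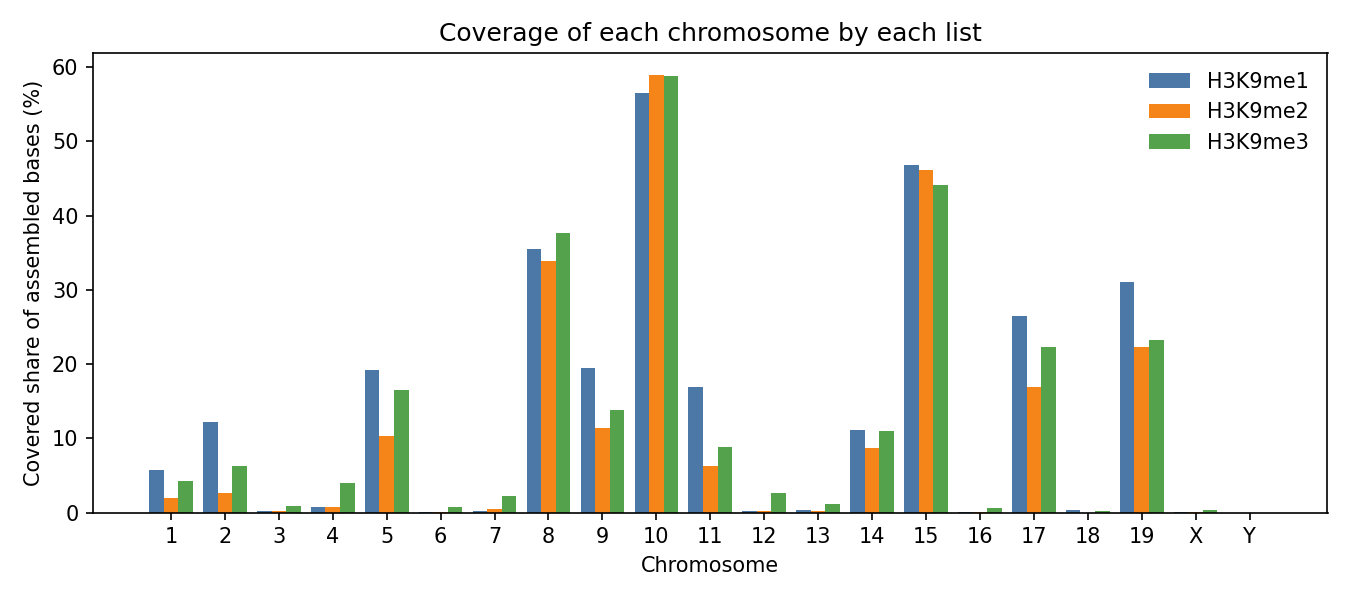
Covered share of assembled bases (%, vertical axis) of each chromosome (horizontal axis) by the H3K9me1, H3K9me2 and H3K9me3 lists, 1 bar per list. Chromosome 10 reaches 56.5% to 58.9% in every list, while chromosomes 3, 6, 16, 18, X and Y stay under 1%.

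Overlap between the marks was measured as the share of regions of one list that met another by at least 1 bp. H3K9me2 regions met H3K9me3 in 62.5% of cases (95% Wilson interval 62.0 to 63.1%) and H3K9me1 in 56.2% (55.6 to 56.7%). H3K9me3 regions met H3K9me2 in 56.7% (56.1 to 57.2%) and H3K9me1 in 40.7% (40.1 to 41.3%). H3K9me1 regions met H3K9me2 in 42.5% (42.0 to 43.0%) and H3K9me3 in 31.5% (31.1 to 32%). The rule that moved these shares most, at least 50% of both regions, gave 6.84% for H3K9me1 regions meeting H3K9me3.

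The length shared by 2 lists was compared with that of circularly shifted lists, which keep the coverage of each chromosome. H3K9me2 and H3K9me3 shared 176 Mb, 1.93-fold the mean of shifted lists (permutation p = 2e-05, the smallest possible, adjusted p = 3e-05). H3K9me1 and H3K9me2 shared 138 Mb, 1.48-fold the mean (permutation p = 2e-05, adjusted p = 3e-05). H3K9me1 and H3K9me3 shared 106 Mb, 1.06-fold the mean (permutation p = 0.0421, adjusted p = 0.0421). With shifts of 50 kb to 1 Mb only, H3K9me2 and H3K9me3 came to 1.60-fold and H3K9me1 and H3K9me2 to 1.18-fold (adjusted permutation p = 3e-05 each), while the last pair came to 1.02-fold and was not past the threshold (adjusted permutation p = 0.391). Without assembly gaps, H3K9me1 and H3K9me3 came to 1.03-fold (adjusted permutation p = 0.282), while the other pairs stayed past the threshold.

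In 1 Mb windows (2660 windows, which are not independent), coverage by H3K9me1 and H3K9me2 had a Spearman's rho of 0.880 and a Pearson's r of 0.747, and coverage by H3K9me2 and H3K9me3 had a rho of 0.803 and an r of 0.845 (adjusted permutation p = 3e-05 for each rho and 4e-05 for each r, over 6 tests). For H3K9me1 and H3K9me3, rho was 0.646 (p = 0.00016, adjusted p = 0.000192) while r was 0.50 with a permutation p of 0.661 against shifted windows. Ranked within each chromosome, this pair had a rho of 0.0383 (adjusted p = 0.231). Gene density went with H3K9me1 (rho 0.340, adjusted p = 3e-05) and H3K9me2 (rho 0.189, adjusted p = 3e-05), with a Pearson's r of 0.268 (adjusted permutation p = 4e-05) and 0.0460 (adjusted permutation p = 0.0396). For H3K9me3 and gene density, rho was 0.0475 (adjusted permutation p = 0.619) while r was -0.0270 (adjusted permutation p = 0.0414).

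The genomic features met by the regions were compared next. A promoter was met by 26.7% of H3K9me1 regions (95% Wilson interval 26.2 to 27.1%), 19.2% of H3K9me2 regions (18.7 to 19.6%) and 19.5% of H3K9me3 regions (19 to 19.9%). Introns and intergenic sequence together held 54% (53.5 to 54.5%), 67.6% (67.1 to 68.2%) and 69.2% (68.6 to 69.7%) of regions. Exons held 11%, 8.68% and 7.36%, and 3' UTRs held 6.80%, 3.64% and 3.28%. Classing each covered base instead of each region moved the promoter share most for H3K9me2 and H3K9me3, to 4.94% and 4.39%, and classing by the middle base did so for H3K9me1, to 8.0%. With protein-coding genes only, the promoter shares were 18.5%, 9.38% and 9.04%. With all genes, promoters made up 5.88% of genome bases, and introns and intergenic sequence 91.0%. By covered base, the promoter share lay above 5.88% for H3K9me1 (8.26%) and below it for H3K9me2 (4.94%) and H3K9me3 (4.39%). The shares of regions count any overlap of 1 bp, so they do not by themselves show a preference for promoters.

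**Figure D2:**
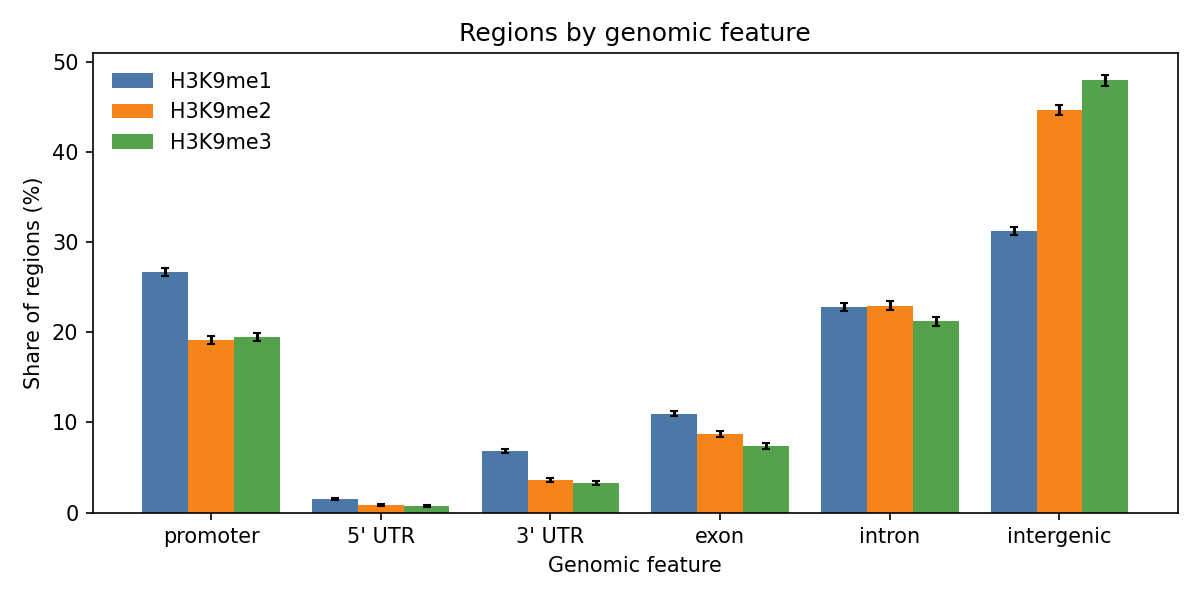
Share of regions (%, vertical axis) in each genomic feature class (horizontal axis) for the 3 lists, with 95% Wilson intervals as error bars. Promoters take 26.7% of H3K9me1 regions against 19.2% and 19.5% of H3K9me2 and H3K9me3 regions, which lie more often in intergenic sequence.

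Of 55413 annotated genes, 11878 had a promoter marked by H3K9me1, 6350 by H3K9me2 and 6632 by H3K9me3. H3K9me1 was the only mark at 7254 promoters, H3K9me2 at 671 and H3K9me3 at 2023, and 2936 promoters carried all 3 marks. In total 15936 genes (28.8%) had a marked promoter. On the 9 broadly covered chromosomes 59.7% of genes were marked (95% Wilson interval 59.0 to 60.3%), against 7.79% (7.50 to 8.08%) on the other 12. The share on the 12 was uneven, with 32.1% on chromosome 2, 21.6% on chromosome 1 and at most 5.05% on each of the others. These 12 chromosomes held 77.1% of all genes without a mark. The counts moved most with protein-coding genes only, to 6207, 2365 and 2241.

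Gene starts were met less often by H3K9me3 than by shifted regions (6047 gene starts, 0.832-fold, permutation p = 2e-05, adjusted p = 6e-05), and likewise by H3K9me2 (5684 gene starts, 0.916-fold, p = 0.00308, adjusted p = 0.00462). H3K9me1 met 8968 gene starts, 1.07-fold the mean of shifted regions, which was not past the threshold (adjusted permutation p = 0.0640). With shifts of 50 kb to 1 Mb only, H3K9me1 lay below the mean of shifted regions, at 0.793-fold (adjusted permutation p = 2e-05).

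Promoters with both marks of a pair were counted over genes, which are not independent replicates. H3K9me2 and H3K9me3 shared 4300 promoters (odds ratio 42.0), H3K9me1 and H3K9me2 shared 4315 (odds ratio 11.6), and H3K9me1 and H3K9me3 shared 3245 (odds ratio 4.46). Fisher's exact test, two-sided, gave the smallest p-value written, 1e-300, for each pair. Stratified by chromosome, the odds ratios were 15.9, 2.79 and 1.02, and for H3K9me1 and H3K9me3 the Mantel-Haenszel test, two-sided, gave a p-value of 0.574.

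**Figure D3:**
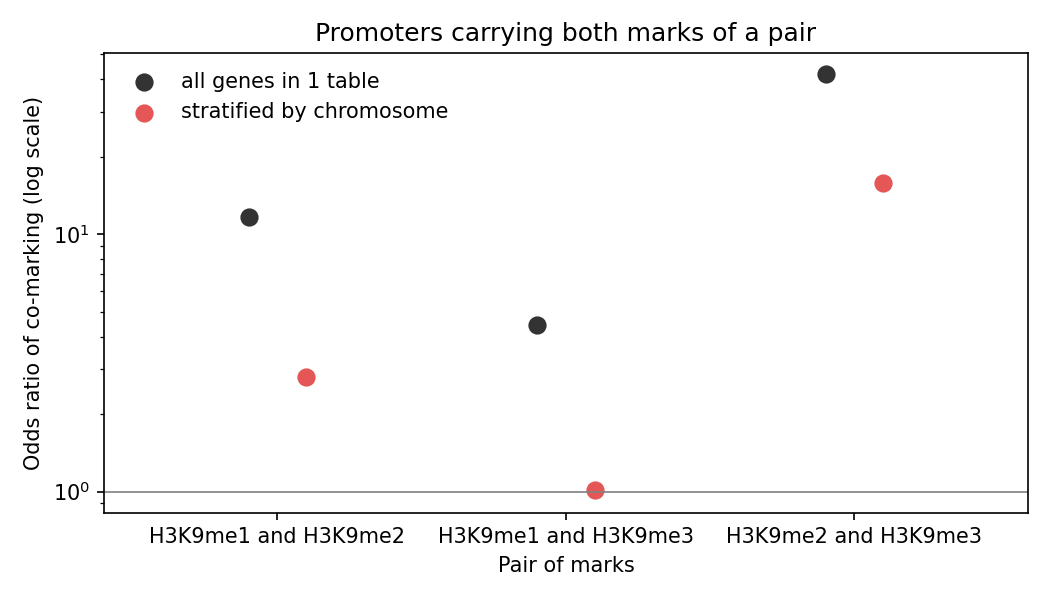
Odds ratio of a promoter carrying both marks of a pair (vertical axis, log scale) for the 3 pairs (horizontal axis), with all genes in 1 table (dark points) and stratified by chromosome (red points). Stratified, the value for H3K9me1 and H3K9me3 falls from 4.46 to 1.02, at the grey line of no association.

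None of the 18 combinations of gene family and mark passed the threshold with shifts over whole chromosomes. The lowest unadjusted permutation p-values were those of Zfp gene starts, which H3K9me2 met at 0.590-fold (p = 0.0178), H3K9me1 at 0.631-fold (p = 0.0279) and H3K9me3 at 0.633-fold (p = 0.0309), each with an adjusted p of 0.185. Of 420 Zfp genes, 256 lie on the sparsely covered chromosomes. Beta defensin (Defb) gene starts were met by H3K9me2 in 21 of 43 genes, 2.03-fold the mean of shifted regions (adjusted permutation p = 0.384). With shifts of 50 kb to 1 Mb only, the Zfp values were lower and past the threshold (0.480-fold for H3K9me2), as was the Defb value for H3K9me2 (2.74-fold, adjusted permutation p = 0.00864).

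Covered sequence was richer in GC than shifted regions for each mark, by 2.98 percentage points for H3K9me1, 1.28 for H3K9me2 and 1.04 for H3K9me3 (adjusted permutation p = 2e-05 each). With shifts of 50 kb to 1 Mb only, these differences shrank to 0.647, 0.302 and 0.495 percentage points (adjusted permutation p = 2.4e-05 each). The soft-masked share was 36.7% in H3K9me3 regions, 3.54 percentage points above shifted regions. It was 26.6% in H3K9me1 regions against 32.9% in shifted regions, and 31.5% in H3K9me2 regions against 33.1% (adjusted permutation p = 2e-05 each). The H3K9me2 difference changed direction with shifts of 50 kb to 1 Mb only, to 0.280 percentage points above shifted regions.

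Mouse chromosomes carry their centromere at the low-coordinate end. The first 5 Mb of assembled sequence and the rest of the chromosome did not differ detectably in coverage. The mean difference was 2.98 percentage points for H3K9me1 (higher in 7 of 20 chromosomes), 0.931 for H3K9me2 (7 of 20) and -1.43 for H3K9me3 (8 of 20), with an adjusted permutation p of 0.821 each. The unassembled satellite repeats next to the centromere were not analysed here.

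Among the named genes, the Tcap promoter (chromosome 11, 98383811 to 98384953) and the Bbs9 promoter (chromosome 9, 22475715 to 22888280) carried H3K9me1 alone. Cacna1i (chromosome 15, 80287238 to 80398279) carried all 3 marks at its promoters. Defb40 (chromosome 8, 18974940 to 18978256), Olfr1431 (chromosome 19, 12200634 to 12212191) and Treml4 (chromosome 17, 48264295 to 48275360) carried H3K9me2 alone. Nkx6-1 (chromosome 5, 101658139 to 101664996) and Bmp2 (chromosome 2, 133552159 to 133562885) carried H3K9me3 alone, and Zfp936 (chromosome 7, 43114229 to 43192109) carried all 3 marks. H3K9me1 alone lay at promoters of Pou5f1, Cdkn1a, Cdk1, Setdb2, Ehmt1 and Ehmt2, and Tlr3 carried H3K9me1 and H3K9me2. Zfp180, Actb, Irf7, Suv39h1, Suv39h2 and Setdb1 had no mark at a promoter, and all of these but Actb lie on the sparsely covered chromosomes. Bmp2, Zfp936 and Ehmt1, which carried a mark, lie on sparsely covered chromosomes as well. In the study's ChIP-qPCR, Zfp180 (primers in an exon) and the Pou5f1 (Oct4) promoter were positive controls, and the Actb promoter was the negative control. The Zfp180 gene body was covered to 0% by each list. The lack of a region at this positive control therefore does not show that H3K9 methylation is absent there. With the gene's 5' end as the only start site, Bbs9, Olfr1431, Zfp936, Cdk1, Setdb2, Ehmt1 and Ehmt2 had no mark, so their marks lay at other annotated start sites. With regions of at least 5 kb, Tcap, Nkx6-1, Cdkn1a, Cdk1, Setdb2 and Ehmt2 had none.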

Values the study reported

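The study reported 42893 H3K9me1, 29285 H3K9me2 and 27281 H3K9me3 regions, which together covered 559 Mb or 21% of the mouse genome. Intergenic and intronic sequence was given as 55% of H3K9me1, 69% of H3K9me2 and 70% of H3K9me3 regions, and promoters as 19% of H3K9me1 and about 10% of H3K9me2 and H3K9me3 regions. The study reported 4289 genes with a promoter marked by H3K9me1, 1567 by H3K9me2 and 1415 by H3K9me3, of which 3179, 270 and 462 carried only that mark.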

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

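No paired analysis was possible because the lists hold no values per replicate, although the groups share replicate numbers. For the same reason the alternatives that leave out each replicate in turn, and the replicate block, were not run. Alternatives that keep the chromosomes with at least 5% covered, stratify or rank by chromosome, place regions anywhere in the genome or read starts as 0-based were chosen after seeing the data.

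Regions of at least 2 kb covered 317 Mb (H3K9me1), 245 Mb (H3K9me2), 298 Mb (H3K9me3) and 548 Mb (any mark). Regions of at least 5 kb numbered 19132, 13579 and 14783 and covered 269 Mb, 211 Mb, 269.8 Mb and 485 Mb. Joining regions up to 5 kb apart left 20455, 15271 and 17096 regions with median widths of 6 kb, 6 kb and 6.75 kb, covering 378 Mb, 282 Mb, 326 Mb and 615 Mb. Reading starts as 0-based left covered lengths within their limits. Gene counts, which have no limits, were nearly unchanged. H3K9me1 marked 11877 promoters against 11878, and H3K9me2 and H3K9me3 again marked 6350 and 6632.

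The shares of regions meeting another mark moved under each alternative. They are given in the order H3K9me1 meeting H3K9me2 and H3K9me3, H3K9me2 meeting H3K9me1 and H3K9me3, and H3K9me3 meeting H3K9me1 and H3K9me2. With at least 50% of the region they were 35.6%, 25.6%, 44.7%, 54.6%, 31.8% and 47.5%. With at least 50% of both regions they were 12.7%, 6.84%, 18.6%, 24.8%, 10.8% and 26.7%. With regions of at least 5 kb in both lists they were 39.5%, 30.1%, 52.2%, 67.5%, 33.9% and 53.9%. On the chromosomes with at least 5% covered in every list they were 47.4%, 35.6%, 56.9%, 63.7%, 45.9% and 63.6%. H3K9me1 regions met H3K9me3 less often than H3K9me2 under each of these.

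The overlap of H3K9me1 and H3K9me3 in bp lost its side of the threshold with shifts of 50 kb to 1 Mb (1.02-fold, adjusted permutation p = 0.391), without assembly gaps (1.03-fold, adjusted p = 0.282) and on the chromosomes with at least 5% covered (1.05-fold, adjusted p = 0.0993). This overlap kept its side with regions of at least 5 kb (1.09-fold, adjusted permutation p = 0.0182) and on autosomes only (1.06-fold, adjusted permutation p = 0.0478). The other 2 pairs kept theirs under each alternative. Placement anywhere in the genome, which has no test here, gave 4.57-fold for H3K9me1 and H3K9me2, 2.91-fold for H3K9me1 and H3K9me3 and 6.32-fold for H3K9me2 and H3K9me3. The difference from the shift values is by construction that of ignoring the chromosome.

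With protein-coding genes only, 6207, 2365 and 2241 genes had a promoter marked by H3K9me1, H3K9me2 and H3K9me3, 4217, 195 and 502 carried that mark only, 7251 carried any mark and 1225 carried all 3 marks, since fewer genes were counted. With the nearest gene only, 1052 genes carried H3K9me2 only and 1553 all 3 marks. Stratified by chromosome, co-marking by H3K9me1 and H3K9me3 had an odds ratio of 1.02, which was not past the threshold of the Mantel-Haenszel test, and the other pairs stayed past the threshold.

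H3K9me1 at gene starts changed direction with shifts of 50 kb to 1 Mb (0.793-fold) and with protein-coding genes (0.95-fold). The cause was not tested. With shifts of 50 kb to 1 Mb, Zfp gene starts passed the threshold for H3K9me1 (0.419-fold), H3K9me2 (0.480-fold) and H3K9me3 (0.562-fold), as did Olfr for H3K9me2 (1.42-fold) and Defb for H3K9me2 (2.74-fold) and H3K9me3 (1.87-fold). Vmn changed direction for H3K9me1 (1.08-fold) and H3K9me3 (0.870-fold). On the chromosomes with at least 5% covered, Zfp passed for H3K9me1 (0.497-fold), H3K9me2 (0.348-fold) and H3K9me3 (0.356-fold), while Olfr for H3K9me3 (1.08-fold) and Vmn for H3K9me2 (0.854-fold) and H3K9me3 (0.810-fold) changed direction. With regions of at least 5 kb, Vmn for H3K9me2 was 0.975-fold. The cause was not tested.

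Promoter shares for H3K9me1, H3K9me2 and H3K9me3 were 8.0%, 5.27% and 5.0% by the middle base, 8.26%, 4.94% and 4.39% by each covered base and 18.5%, 9.38% and 9.04% with protein-coding genes. Intron and intergenic shares were 86.0%, 91.7% and 92.2%, 85.5%, 92.2% and 93.2%, and 62.7%, 79.2% and 81.0% under the same rules. On the chromosomes with at least 5% covered they were 55.1% for H3K9me1 and 68.3% for H3K9me3. The promoter share was highest for H3K9me1 under each rule. Of the values of single classes other than promoter, 50 moved and 10 did not.

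The centromere-proximal difference of H3K9me3 changed sign with the first 2 Mb (0.0882 percentage points) and the first 10 Mb (0.244 percentage points), in each case short of the threshold. The soft-masked difference of H3K9me2 changed sign with shifts of 50 kb to 1 Mb (0.280 percentage points). Between H3K9me3 and gene density, rho was -0.0330 in 100 kb windows and 0.163 in 5 Mb windows, both past the threshold in opposite directions, and -0.0110 ranked within each chromosome, which was not. Ranked so, rho between H3K9me1 and H3K9me3 was 0.0383. The cause was not tested. The rank of the X chromosome from the lowest became 6 for H3K9me2 and 1 for H3K9me3 with regions per Mb, and the exact test could not pass the threshold under any setting. For the named genes, the marks at the promoter differed in 8 of 22 genes with the gene's 5' end only, in 6 with regions of at least 5 kb, in 3 with 2 kb either side and in 1 with 500 bp either side.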

Other observations

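The test of chromosome order was chosen after the coverage of chromosomes had been seen, and part of the rule for the test on Zfp genes was added after its ratio had been seen. The test of bins just inside the ends of H3K9me3 regions, and the sign flips over chromosomes, were added after the bins outside had been seen. The other tests of explanations were fixed before their own result was known.

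The lists are concentrated on the same chromosomes. Spearman's rho over 20 chromosomes was 0.947 between H3K9me1 and H3K9me2, 0.940 between H3K9me1 and H3K9me3 and 0.983 between H3K9me2 and H3K9me3 (permutation p = 0.0001 each, the smallest the draws can give). Within chromosomes, 1 Mb windows gave 0.587, 0.0383 and 0.482 for the same pairs. GC, repeat and gene content of the windows do not account for this as the whole cause, since at least 93.0% of the variance between chromosomes was left in each mark once they were taken out. The gene-rich chromosome 7 (33.2 gene starts per Mb) was covered to 0.254% by H3K9me1, against 56.5% for chromosome 10 (20.7 gene starts per Mb). A candidate explanation is a calling threshold that was not scaled for the number of copies of each chromosome in these cultured cells, which predicts the shared order (lowest rho 0.940). A real difference between chromosomes in all 3 marks would give the same order and was not tested. Read depth of the input per chromosome, which bears on this directly, was not analysed here. A stretch of chromosome 14 chosen after seeing the map, from 20 to 80 Mb, was covered to 19.3% by H3K9me1, 15.0% by H3K9me2 and 15.3% by H3K9me3, against 1.47%, 1.85% and 8.34% from 85 to 120 Mb.

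If the threshold was in effect stricter on the 12 sparsely covered chromosomes, the sites called there might be the strongest. H3K9me3 at Zfp gene starts was used to ask this. It met 17 of 256 Zfp gene starts on these chromosomes (2.36-fold over shifted regions, permutation p = 0.0770) and 16 of 164 on the others (0.357-fold, p = 2e-05). The ratio of the folds was 6.61, above the 2 set in advance, but the excess on the sparsely covered chromosomes alone was not past 0.05, so this explanation and chance cannot be told apart for these genes. The requirement on that p-value was added after the ratio had been seen.

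The uneven coverage bears on how the overlap of marks reads. Broad blocks covered by every mark are not the whole cause of the shared length, because the highest fold over regions shifted by 50 kb to 1 Mb was still 1.60, for H3K9me2 and H3K9me3. For H3K9me1 and H3K9me2 these shifts lowered the fold from 1.48 to 1.18. For H3K9me1 and H3K9me3 the same shifts gave 1.02-fold, and the odds ratio of co-marked promoters went from 4.46 to 1.02 once stratified by chromosome. The association of these 2 marks may therefore rest in part on the chromosomes they share. Some other settings left an association. Shifts over whole chromosomes gave 1.06-fold (adjusted permutation p = 0.0421), and 1.09-fold with regions of at least 5 kb (adjusted permutation p = 0.0182). In both, shifted regions could fall in assembly gaps. With all regions and without these gaps, the fold was 1.03 and not past the threshold (adjusted permutation p = 0.282). In 100 kb windows, rho was 0.392 (adjusted permutation p = 2e-05, by shifts within chromosomes). This rho ranks windows of all chromosomes together, so its size includes differences between chromosomes. Ranked within each chromosome, rho in 1 Mb windows was 0.0383 (adjusted permutation p = 0.231), and 100 kb windows were not ranked so. H3K9me1 coverage was also lower just outside H3K9me3 regions than inside them, as described below. No biological explanation was tested.

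Compared with the inside of H3K9me3 regions, H3K9me1 was not concentrated at their ends, on either side. With chromosomes pooled, it covered 35.0% of bins inside these regions and 23.2% of the 3 bins outside each end, a ratio of 0.662. The tested value, the mean difference over chromosomes, was smaller, at -7.18 percentage points (sign-flip permutation p = 0.0002). Coverage was lower outside in 16 of 20 chromosomes. In H3K9me3 regions of at least 9 bins, H3K9me1 covered 31.3% of the 3 bins inside each end and 37.3% of the bins between them, a pooled ratio of 0.839. Here the mean difference over chromosomes was -5.78 percentage points (sign-flip permutation p = 0.0134), and coverage was lower at the ends in 14 of 20 chromosomes. Bins further outside were not compared, so a concentration just outside the ends relative to the surroundings remains untested.

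The number of genes with a promoter marked by H3K9me1 here was 11878, by H3K9me2 6350 and by H3K9me3 6632. These are higher than the values quoted from the study above. The numbers of genes with only that mark here were 7254, 671 and 2023. These are higher than the values quoted from the study above. The promoter shares here were 26.7% for H3K9me1, 19.2% for H3K9me2 and 19.5% for H3K9me3. These are higher than the values quoted from the study above. With protein-coding genes only, 6207, 2365 and 2241 genes had a promoter marked by H3K9me1, H3K9me2 and H3K9me3, and 4217 and 502 carried H3K9me1 or H3K9me3 only. These are still higher than the quoted values. With the same genes, 195 genes carried H3K9me2 only, which is lower than the quoted value. The promoter shares were then 18.5% for H3K9me1, 9.38% for H3K9me2 and 9.04% for H3K9me3. These lie close to the quoted values, which are approximate for H3K9me2 and H3K9me3. By contrast, the intron and intergenic shares went from 54%, 67.6% and 69.2% to 62.7%, 79.2% and 81.0%, further from the quoted values. The study's genes without a marked promoter outnumber the protein-coding genes here, so the study did not count protein-coding genes only. With all genes and the nearest gene only, 9246, 4971 and 4794 genes were marked, which is also higher than quoted. The study annotated its regions with ChIPseeker, which was not run here.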
